A study of Drosophila melanogaster with 2 samples.

How the data were processed

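Single cells of Drosophila melanogaster ovaries were profiled in 2 libraries, sample 1 and sample 2, which carry the same tissue and stage labels and form 1 group. Per the labels' protocols, flies were kept at 25 °C, between 15 and 50 ovaries were dissected per sample, most of the attached fat body was removed by hand, and the tissue was dissociated for 15 minutes in 0.5% collagenase and 1% trypsin. Cells then passed a 40 micron strainer and a cell sorter with a 100 micron nozzle. Libraries were made with the 10x Genomics Chromium 3′ kit, version 2, per the labels' protocols. This kit tags each captured RNA molecule with a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once.

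The deposited values are raw UMI counts per gene and cell barcode, whole numbers of at least 1, without normalization. The aligner, the counting program, the genome build, the annotation and the rule for calling cells are not stated in the labels or the file headers. Both libraries list the same 17433 genes by FlyBase identifier and symbol. Whether counting used the strand of the reads is not stated either, so counts of genes that overlap another gene, or that have near-identical copies, are uncertain.

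Sample 1 holds 753 barcodes with 18002033 UMIs and sample 2 holds 1178 barcodes with 31979134 UMIs. Cells were kept when at least 500 genes were detected and at most 20% of UMIs were mitochondrial. No barcode failed these limits, because the fewest genes in a barcode were 1336 and the highest mitochondrial share was 14.5%. Doublets were called per library with scrublet (in scanpy 1.11.5, expected rate 5%, automatic threshold) and left out, 2 in sample 1 and 8 in sample 2. This left 751 and 1170 cells. The caller marked 0.266% and 0.679% of barcodes, below the expected rate given to it as a setting. Whether doublets remain among the cells kept was not measured.

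Clustering and testing used different molecules. Each UMI of each cell was assigned at random, with probability 0.5 and seed 0, to 1 of 2 parts. The first part served for clustering and the second, the held-out part, for tests and for levels of genes per class. Clustering left out mitochondrial and ribosomal protein genes and 4 lists of readout genes fixed before the data were examined: 75 signalling genes, 23 cell cycle genes, 25 piRNA pathway genes and 16 stress genes, of which 138 of 139 were in the files. No other genes were left out for varying together with a listed gene. Tests of the lists are thus not fully independent of the clustering. Counts were scaled to 10000 per cell and log transformed, 2000 variable genes were selected across libraries, each gene was scaled within each library, and 30 principal components with 15 neighbours gave the graph for Leiden clustering (leidenalg 0.10.2, resolution 1.0).

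Clusters were named only from marker lists fixed before the data were examined. A marker counted for a cluster when it had over 5 times the sum of the median of the clusters and a floor of 0.01 UMIs per 10000, at least 3 such markers were required, and of the 2 clusters that reached this for the terminal filament list, the name went to the one ranked first for more of its markers. This last part was set after the clusters were seen, and the limit of 5 times and the floor were not fixed before the data were examined. Both clusters that reached it for the germ cell list were joined. Cluster 7, which received the terminal filament name, also reached 3 markers of the sheath list. Preferring the terminal filament name there was a choice made after the clusters were seen, and a sheath-like class in its place would give the same comparison. Cluster 5 reached 3 terminal filament and 3 cap cell markers but ranked first for none, and was left unnamed, also a choice made after the clusters were seen. It and the other clusters, which reached fewer than 3 markers of each list, are given by number. The planned comparison of sheath-like cells had no named class, and a comparison of cluster 1 with the other somatic clusters, chosen after the clusters were seen, took its place. The planned comparison of follicle stem cell progenitors with intermingled cells is given for clusters 2 and 6, by number, as foreseen for unnamed classes.

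For tests, held-out UMIs were summed per class and library, which gave 16 sums of 583840 to 6482900 UMIs from 8 classes. Genes were kept with filterByExpr at a minimum count of 10 (6838 genes), normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, two-sided, Benjamini-Hochberg adjustment over all genes tested) with class and library as terms, which left 7 residual degrees of freedom. Estimates from each library alone are fold changes without a test. The common biological coefficient of variation was 0.0702. Cells were never used as replicates. The somatic side of a comparison is the unweighted mean of its classes. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. The library was a term because sums of different classes from 1 library come from the same cell suspension. Across genes, the deviations of classes from their means correlated between classes of the same library with r of 0.189 to 0.468 (28 pairs of classes, median 0.361).

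Gene lists were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01, with an estimated correlation and fry beside it), with Benjamini-Hochberg adjustment over 16 tests. Genes named for a comparison are at most 6 readout genes with the largest change among those with an adjusted p under 0.05 and the same direction in both libraries. For the difference between libraries, at most 3 genes in each direction with at least 100 UMIs are named. Genes named outside these rules were chosen after their values were seen.

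On counts simulated for 6791 genes in the same classes, 200 of them changed, the test recovered 82% of the changed genes for germ cells against soma, 74% for the terminal-filament-like class, 54.5% for cluster 2 against cluster 6 and 79% for cluster 1. In the same order, 100%, 97%, 87% and 99% of 4-fold changes were recovered. Of 2-fold changes, 64%, 51%, 22% and 59% were recovered, so that most simulated 2-fold changes between clusters 2 and 6 were missed. Between 1.33% and 4.65% of the simulated calls were false. No changed gene was called with the wrong sign. The spread between replicates was simulated with a biological coefficient of variation well above the 0.0702 of the data. Apart from the changed genes, every class was given the same mean level of each gene. The simulated rates therefore need not hold for the test on these data.

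Shares of cells carry exact Clopper-Pearson 95% intervals. Intervals and limits cover counting error only. Cells with mitotic transcripts were counted after thinning each cell to 6000 UMIs at random, below the 6233 UMIs of the smallest barcode, so that 0 cells were left out. With 2 libraries of 1 group, differences between the libraries have no test. Chromosomes and coordinates come from the Ensembl annotation of BDGP6.54, matched by gene identifier: 17272 of 17433 identifiers matched and the other 161 held 4.09% of UMIs. Germ cell genes gave the level of free RNA: over 5 of them, the median level in somatic cells was 0.512% of that in germ cells in sample 1 and 0.411% in sample 2.

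The alternatives fixed before the data were examined were RLE size factors, DESeq2 1.42.0, no filter on low counts, no replicate block, clusters and test from all UMIs, another seed, Leiden resolutions 0.5 and 1.5, genes scaled over both libraries together, doublet calls kept, limits of at least 1000 genes and at most 10% mitochondrial UMIs, all deposited barcodes, each library left out, and other thresholds and scalings for the results without a test. Summing all UMIs over the main clusters, leaving out MRE16, leaving out stg, other orders of the classes in the list tests and marker counts without the floor were added after the data were seen.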

Results

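Ovaries at the stage labelled LL3 were profiled as single cells to describe the cell types of the developing organ and, as the series title states, the progenitors of follicle stem cells. The data are 2 libraries of 1 group, so that comparisons between cell classes have 2 replicates and comparisons between libraries have none. Sample 1 had a median of 19784 UMIs and 3174 genes per barcode, and sample 2 had 19986 UMIs and 2839 genes. After doublet calls were left out, 751 cells with 17856636 UMIs and 1170 cells with 31666551 UMIs were analysed. For the same class, log2 levels of genes in the 2 libraries correlated across 6838 genes with r of 0.936 (terminal-filament-like) to 0.987 (germ-cell-like). Genes are not independent replicates.

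Clustering gave 9 clusters. Clusters 3 and 9 reached 9 of the 10 germ cell markers each and were joined as the germ-cell-like class. They were led by bru1 and vas. Cluster 3 held 10 cells of sample 1 and 243 of sample 2, whereas cluster 9 held 89 and 1, so that the split between them followed the library. Cluster 7 ranked first for 4 of 6 terminal filament markers, 3 of the list at over 5 times the median of the clusters plus a floor of 0.01 UMIs per 10000, and was called terminal-filament-like. The terminal filament is the stack of somatic cells at the tip of each forming ovariole. The same cluster was also highest for 5 of 7 genes of the sheath list, also with 3 at over 5 times the median. The counts of markers alone therefore do not decide between these names. Some first ranks were narrow. In UMIs per 10000, cluster 7 and cluster 1 had 0.408 and 0.405 of Mef2 and 2.078 and 2.007 of LanB2, both sheath genes. They had 2.475 and 2.468 of the terminal filament gene Lmx1a. A UMI of en or inv, which are on the terminal filament and cap cell lists, was found in 91.9% of cluster 7 cells. The share was 47.2% in cluster 5 and at most 12.6% (cluster 1) in the other classes. The terminal filament name was chosen after the clusters were seen, and no cluster received the sheath name. Cluster 5 reached 3 terminal filament markers without ranking first for any, and 3 cap cell markers, and stayed unnamed. With the floor, no other cluster reached 3 cap cell markers. UMIs of tj together with en or inv were found in 34.0% of cluster 5 cells, against at most 8.72% (cluster 6) in the other classes. Cluster 1 was identified by drm, ct and odd, cluster 2 by dec-1 and bond, cluster 4 by hth and nord, cluster 5 by Him and Hesr, cluster 6 by CG4250 and Con, and cluster 8 by CG43693 and sim. Clusters 2 and 6 each reached 2 markers of the follicle stem cell progenitor list and 2 of the intermingled cell list, so neither name was given to either.

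Germ-cell-like cells made up 13.2% of sample 1 (99 of 751 cells, exact 95% interval 10.8 to 15.8) and 20.9% of sample 2 (244 of 1170 cells, interval 18.6 to 23.3), a mean of 17.0% ± 5.43 (SD, n = 2). Terminal-filament-like cells made up 9.45% (interval 7.46 to 11.8) and 9.83% (interval 8.18 to 11.7), or 9.64% ± 0.265 (SD, n = 2). Intervals cover counting error only. Cluster 4 made up 15.6% of sample 1 (interval 13.1 to 18.4) and 8.80% of sample 2 (interval 7.24 to 10.6), and these intervals did not overlap. Over all cells, the intervals of the other clusters overlapped between the libraries, with means of 16.9% ± 2.79 for cluster 1, 14.9% ± 0.708 for cluster 2, 10.7% ± 2.46 for cluster 5, 9.98% ± 1.12 for cluster 6 and 8.64% ± 0.97 for cluster 8 (SD, n = 2). Among somatic cells alone, cluster 4 made up 17.9% of sample 1 (interval 15.1 to 21.1) and 11.1% of sample 2 (interval 9.17 to 13.3). Cluster 5 made up 10.3% (interval 8.05 to 12.9) and 15.7% (interval 13.4 to 18.2) of them, so that its intervals, too, lay apart over this denominator, while those of the other 5 somatic classes overlapped. The mean share of germ cells lay between 16.9% and 17.2% under the 8 alternative clusterings and filters, and the mean shares of clusters 2, 4, 5, 6 and 8 moved more. With genes scaled over both libraries together, 25.7% of sample 1 and 26.5% of sample 2 fell to cluster 2.

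**Figure D1:**
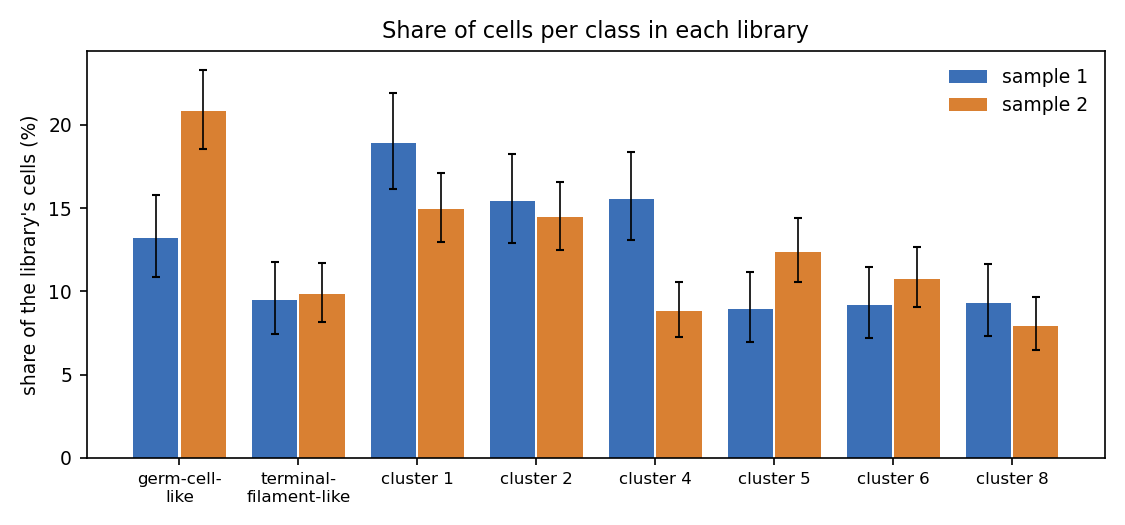
Share of each library's cells (vertical axis, percent) in each class (horizontal axis) for sample 1 and sample 2; bars start at 0 and lines are exact 95% binomial intervals. The intervals of the 2 libraries lie apart for germ-cell-like cells (13.2% and 20.9%) and for cluster 4 (15.6% and 8.80%).

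The first comparison set germ cells against the 7 somatic classes. At an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 2616 of 6838 genes were higher and 2214 lower in germ cells, and 4801 of these 4830 genes had the same direction in both libraries. A change of at least 4-fold was reached by 469 higher and 644 lower genes. The alternative that moved the number of higher genes most was no filter on low counts, with 3634 higher and 2119 lower. Of 121 readout genes tested, 99 differed, 40 higher and 59 lower, and 101 differed when adjusted over the list alone. By list, 20 of 24 piRNA genes and 18 of 23 cell cycle genes were higher, 45 of 63 signalling genes were lower, and 9 of 11 stress genes were lower. These levels are relative to all UMIs of a class. Germ cells had a median of 52999 UMIs per cell, against 16698 (cluster 5) to 20892 (cluster 8) in somatic classes. A lower level therefore need not mean fewer UMIs of a gene per cell. The largest changes were in rhi, which was at 88.0 ± 5.08 CPM (UMIs of the gene over all UMIs of the class, scaled to 1e+06; SD, n = 2) in germ cells and 0.304 ± 0.0842 CPM in somatic classes, a log2 fold change of 8.69 (SE 0.31, adjusted p 6.3e-18 by edgeR with Benjamini-Hochberg adjustment), and in tej, at 155 ± 12.1 CPM against 0.376 ± 0.224 CPM (8.61, SE 0.26, adjusted p 1.41e-20). The somatic levels rest on 1 and 3 UMIs of rhi and on 2 and 5 UMIs of tej in the 2 libraries and lie at the level that free RNA gives. In the BDGP6.54 annotation, rhi (FBgn0004400) lies on chromosome 2R from 17628491 to 17633516, where it overlaps CG10936 on the same strand, and tej (FBgn0033921) on 2R from 14300103 to 14302353. The gene qin rose by 6.96 on the log2 scale (SE 0.24, adjusted p 5.82e-20), and it overlaps other genes on both strands. From 1 library alone, the fitted changes were 9.29 in sample 1 and 8.98 in sample 2 for tej and 7.49 and 7.62 for qin.

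Lower in germ cells by the largest amounts were Wnt4 (log2 fold change -7.39, SE 0.26, adjusted p 1.88e-20 by edgeR with Benjamini-Hochberg adjustment), ptc (-6.99, SE 0.30, adjusted p 2.99e-18) and brk (-6.89, SE 0.22, adjusted p 2.82e-21), each in both libraries. Wnt4 had 766 ± 309 CPM in somatic classes, with 984 CPM in sample 1 and 547 CPM in sample 2, and 3.66 ± 3.21 CPM in germ cells. Germ cells had 2.35 ± 0.271 CPM of ptc and 2.14 ± 0.0283 CPM of brk, against 294 ± 30.7 and 199 ± 30.8 CPM in somatic classes. In samples 1 and 2, the germ cell levels rest on 14 and 9 UMIs of Wnt4, 6 and 14 of ptc and 5 and 14 of brk. The level of free RNA of somatic genes in germ cells was not measured. Whether these germ cell levels lie above it stays open. From sample 1 alone Wnt4 changed by -6.77 and from sample 2 alone by -7.89. Wnt4 (FBgn0010453) lies on 2L from 7255419 to 7277171 and overlaps a transposon on its own strand and CG31909 on the other. The receptor gene ptc (FBgn0003892) lies on 2R from 8649649 to 8665223, and brk (FBgn0024250) on X from 7307939 to 7311132. On the other strand, ptc overlaps a noncoding gene and brk a noncoding gene and CG1677.

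As lists, signalling and stress genes were lower and piRNA and cell cycle genes higher in germ cells by camera (adjusted p 3.86e-10 for signalling, 0.00225 for stress, 1.81e-06 for piRNA and 0.00113 for cell cycle genes). Over the 4 comparisons, 11 of 16 list tests had a camera adjusted p under 0.05. Of these, fry also called 9, the exceptions being the signalling and stress lists in cluster 2 against cluster 6. Outside the 11, fry called piRNA and stress genes in the terminal-filament-like class (fry adjusted p 0.00477 and 0.00631). It also called signalling genes in cluster 1 (0.00125). Camera called none of these lists. With an estimated inter-gene correlation, 4 of the 11 held. They were signalling and piRNA genes in germ cells, and cell cycle genes in the terminal-filament-like class and in cluster 2 against cluster 6. These tests depend on the order of the classes in the model. The 4 held in all 8 orders tried, and piRNA genes in cluster 1 also passed in 1 of them (adjusted p from 0.0466 to 0.0772). Of the 11 lists called by camera, fry called the same 9 in each order. In each order fry also called lists that camera did not. These were piRNA and stress genes in the terminal-filament-like class and signalling genes in cluster 1 (largest fry adjusted p 0.00556, 0.00631 and 0.0028).

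Terminal-filament-like cells were set against the other 6 somatic classes. Cluster 5, with its 3 cap cell markers, stayed among these, so that cap-cell-like cells may lie on the other side of the comparison. Of 6838 genes, 1410 were higher and 1148 lower (edgeR, Benjamini-Hochberg adjusted p under 0.05), and 2544 of the 2558 had the same direction in both libraries. Of 121 readout genes, 70 differed, 33 higher and 37 lower, and 75 differed when adjusted over the list alone. The gene with the largest change was rho, a gene of EGF receptor ligand processing, at 569 ± 93.3 CPM against 11.2 ± 6.30 CPM (SD, n = 2; log2 fold change 6.13, SE 0.16, adjusted p 5.72e-23 by edgeR with Benjamini-Hochberg adjustment). The Notch ligand genes Ser (5.63, SE 0.27, adjusted p 3.11e-16) and Dl (4.41, SE 0.13, adjusted p 1.67e-21) and hh (5.04, SE 0.20, adjusted p 3.32e-18) were higher in both libraries. Dl reached 663 ± 179 CPM against 51.7 ± 4.42 CPM. The fitted changes average log levels over classes and were larger than the log2 ratios of the mean CPM. For hh, which had 0 UMIs in cluster 4 in both libraries, 609 ± 108 against 97.0 CPM (82.9 and 111 in samples 1 and 2) gave a log2 ratio of 2.65 beside the fitted 5.04. For Ser it was 3.84, from 95.7 ± 7.19 against 6.69 ± 0.383 CPM. Pvf3 was higher by 4.37 (SE 0.47, adjusted p 7.35e-09) and Pvf1 by 4.29 (SE 0.75, adjusted p 3.86e-05), the latter on 15 and 8 UMIs in the class. The CPM of Pvf3 were 33.5 ± 18.5 against 2.37 ± 0.316 (log2 ratio 3.82), and those of Pvf1 14.8 ± 10.9 against 2.11 ± 0.00546 (log2 ratio 2.81). From sample 1 alone and sample 2 alone, the changes were 5.84 and 4.64 for hh, 4.61 and 5.18 for Pvf3 and 5.97 and 3.43 for Pvf1. In the annotation rho (FBgn0004635) lies on 3L from 1463811 to 1468944, where it overlaps Ptp61F on the other strand, hh (FBgn0004644) on 3R from 23128169 to 23141906, Dl (FBgn0000463) on 3R from 19302731 to 19326217 and Ser (FBgn0004197) on 3R from 27172090 to 27194267. No other gene overlaps the last 3.

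Of the 23 cell cycle genes, 22 were lower in the terminal-filament-like class and 0 higher, with a median log2 fold change of -2.07 (camera adjusted p 2.73e-11, and 0.0273 with an estimated correlation). Of 63 signalling genes, 28 were higher and 7 lower (camera adjusted p 0.00702, not called with an estimated correlation).

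By class, hh was at 609 ± 108 CPM in the terminal-filament-like class and 373 ± 39.5 CPM in cluster 5. It was at 87.8 ± 9.31 CPM in cluster 1 and 2.31 ± 0.873 CPM in germ cells. Among somatic classes, its receptor gene ptc ran from 73.7 ± 15.0 CPM in the terminal-filament-like class, 88.5 ± 26.3 in cluster 4 and 150 ± 33.0 in cluster 5 to 701 ± 183 in cluster 1 (SD, n = 2). Wnt4 was highest in clusters 2 (1587 ± 751 CPM), 5 (1329 ± 597) and 6 (1238 ± 457), with higher levels in sample 1 than in sample 2 in each of these. The levels of fz2 were 520 ± 118 CPM in the terminal-filament-like class and 496 ± 30.2 in cluster 1, against at most 117 ± 30.4 (cluster 4) in the other classes. These genes were chosen after their values were seen, except hh, ptc and Wnt4.

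**Figure D2:**
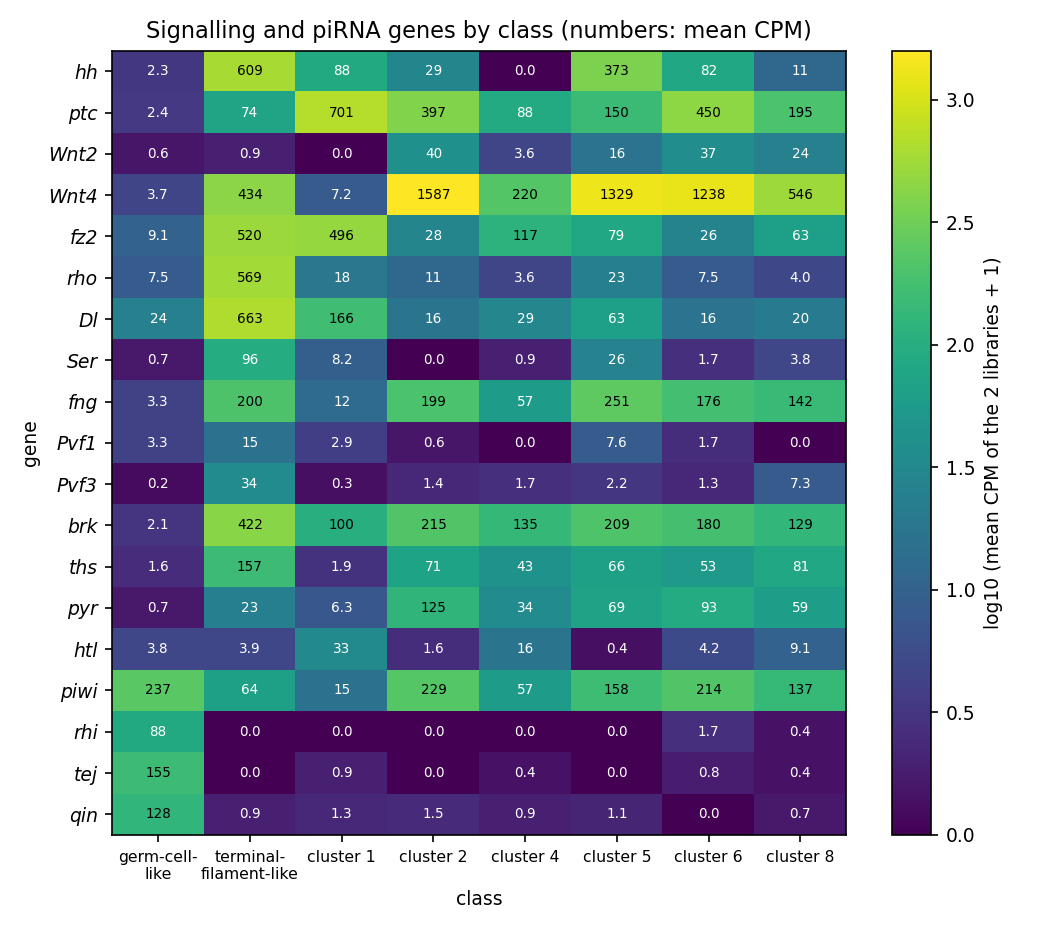
Mean CPM of the 2 libraries (numbers in the cells; colour is log10 of the mean plus 1) of signalling and piRNA genes (vertical axis) in each class (horizontal axis), from held-out UMIs. hh is highest in the terminal-filament-like class (609 CPM) and cluster 5 (373 CPM), while Wnt2 has 0 UMIs in cluster 1 and rhi, tej and qin are found nearly only in germ-cell-like cells.

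Clusters 2 and 6, the clusters with the most tj, were compared with each other. In cluster 2, 35 genes were higher and 83 lower (edgeR, Benjamini-Hochberg adjusted p under 0.05), all 118 in the same direction in both libraries. This comparison was the least stable of the 4: without the replicate block 0 genes passed the threshold, and 412 had an unadjusted p under 0.05. Of 121 readout genes, 12 differed, 2 higher and 10 lower, and 16 differed when adjusted over the list alone. Cell cycle genes made up 9 of the 10 lower ones. Among them, CycE (log2 fold change -1.18, SE 0.24, adjusted p 0.00804 by edgeR with Benjamini-Hochberg adjustment), RnrS (-1.16, SE 0.19, adjusted p 6.57e-04) and Mcm5 (-1.12, SE 0.20, adjusted p 0.00176) were lower in both libraries, as were Mcm7 (-0.93) and Mcm3 (-0.92). The cell cycle list was lower in cluster 2 (camera adjusted p 1.14e-14, and 0.0243 with an estimated correlation). Clustering left out only the listed cell cycle genes. Other genes that follow the cell cycle could help to divide these clusters. The p-values therefore do not give a difference independent of the clustering. With the 10 doublet calls kept, the cells were divided differently between clusters and the list was not called (camera adjusted p 0.0768), and CycE changed by -0.05. The gene hh was lower by -1.47 (SE 0.32, adjusted p 0.0124), with 15 and 81 UMIs in cluster 2. By library the change was -2.26 and -1.18. Among the alternatives that gave a p-value, the call was lost in 6 of 10 for CycE, in 5 of 11 each for RnrS and Mcm3, in 4 of 11 for Mcm5 and in 2 of 11 for Mcm7, and for hh it was lost or the sign changed in 6 of 11. Keeping the doublet calls and using all deposited barcodes, which are the same fit, count separately in these numbers. The progenitor marker bond, which took part in the clustering, had 52.8 ± 18.7 CPM in cluster 2, 21.9 ± 2.91 in cluster 6 and 22.9 ± 10.9 in cluster 8 (SD, n = 2).

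Cluster 1 was set against the other 6 somatic classes. Of 6838 genes, 1031 were higher and 742 lower (edgeR, Benjamini-Hochberg adjusted p under 0.05), and 1766 of the 1773 had the same direction in both libraries. Of 121 readout genes, 60 differed, 34 higher and 26 lower, and 65 differed when adjusted over the list alone. Wnt2 had 0 UMIs in cluster 1 in either library, against a mean of 20.1 ± 4.83 CPM over the other somatic classes (SD, n = 2). With 3162959 UMIs in the cluster, a count of 0 allows up to 0.948 CPM. Wnt2 was thus at least 21.2-fold below this mean (adjusted p 7.53e-06 by edgeR with Benjamini-Hochberg adjustment). The bound does not hold against each class. The terminal-filament-like class had 0.889 ± 1.26 CPM of Wnt2 on 2 UMIs, below the limit for cluster 1, and cluster 4 had 3.62 ± 2.71 CPM. The remaining somatic classes ran from 15.7 ± 2.57 (cluster 5) to 39.7 ± 7.78 CPM (cluster 2). Wnt4 was lower by a log2 fold change of -6.49 (SE 0.22, adjusted p 5.8e-20), ths by -5.00 (SE 0.39, adjusted p 1.33e-11), fng by -3.45 (SE 0.26, adjusted p 6.2e-12) and pyr by -2.96 (SE 0.28, adjusted p 9.25e-10), each in both libraries. The FGF receptor gene htl was higher by 3.25 (SE 0.35, adjusted p 1.37e-08), at 32.9 ± 16.1 CPM against 5.83 ± 1.13. From sample 1 alone and sample 2 alone, the changes were -6.03 and -7.61 for Wnt4, -4.39 and -2.81 for fng and 4.63 and 2.43 for htl. The genes ths and pyr encode FGF ligands. In the annotation Wnt2 (FBgn0004360) lies on 2R from 9494166 to 9503188, ths (FBgn0033652) on 2R from 11756817 to 11814424, where it overlaps other genes on both strands, pyr (FBgn0033649) on 2R from 11712263 to 11726345, and htl (FBgn0010389) on 3R from 18045216 to 18052984.

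Cells with mitotic transcripts were counted in each class, because terminal filament cells are said to stop dividing before other somatic cells. An exact two-sided test of 2 classes with 2 libraries each cannot give a p below 0.333. No other test was run on these shares, and values are given without a test. After thinning to 6000 UMIs, at least 2 UMIs of 9 mitotic genes were found in 67.6% (sample 1, exact 95% interval 55.5 to 78.2) and 50.4% (sample 2, interval 41.0 to 59.9) of terminal-filament-like cells, a mean of 59.0% ± 12.1 (SD, n = 2). The shares were 72.6% ± 4.89 in cluster 1, 72.2% ± 18.2 in cluster 5 and at least 93.5% ± 4.19 (cluster 2) in the other classes. Without thinning, the terminal-filament-like share was 87.5%, at a median of 17500 UMIs per cell, and the germ cell share was 100%, at a median of 52999. Most of the terminal-filament-like share came from stg. Without this gene 11.8% ± 3.20 of these cells and 28.1% ± 4.61 of cluster 5 cells had at least 2 mitotic UMIs, against 57.3% ± 7.55 in cluster 1, 71.0% ± 11.7 to 81.1% ± 4.91 in clusters 2, 4, 6 and 8 and 96.5% ± 2.05 in germ cells (SD, n = 2). The CPM of the 8 genes without stg gave the same lowest and highest classes, with 97.5 ± 18.6 in the terminal-filament-like class and 927 ± 54.4 in germ cells. Leaving out stg was chosen after the data were seen. In the annotation stg (FBgn0003525) lies on 3R from 29251826 to 29255800.

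**Figure D3:**
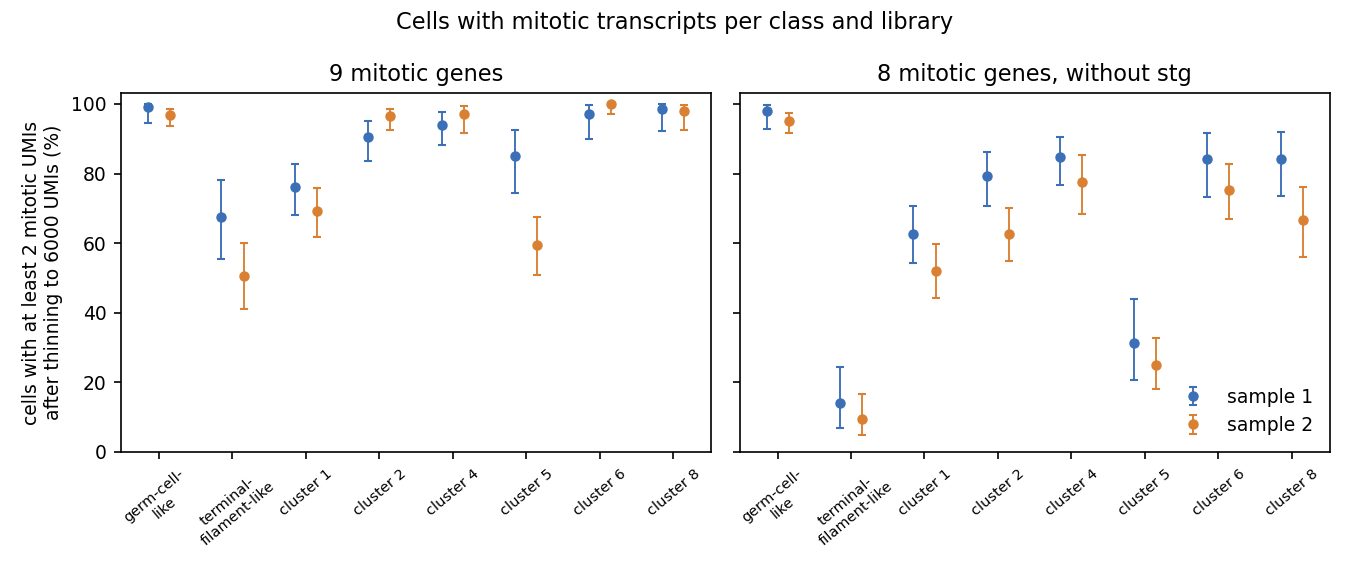
Share of cells (vertical axis, percent) with at least 2 UMIs of mitotic genes after thinning each cell to 6000 UMIs, per class (horizontal axis) and library, with 9 genes (left) and with stg left out (right); points are libraries and lines are exact 95% binomial intervals. The terminal-filament-like class goes from a mean of 59.0% to 11.8% when stg is left out, while germ-cell-like cells stay at 97.9% and 96.5%.

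The share of UMIs from X-linked genes was measured because dosage compensation can differ between germ line and soma. It was 19.0% ± 0.714 in germ cells and between 19.7% ± 2.11 (cluster 1) and 22.5% ± 3.72 (terminal-filament-like) in somatic classes (SD, n = 2). In sample 2 alone, germ cells were not the lowest class, with 18.4% against 18.2% in cluster 1 and 18.1% in cluster 4. The direction of the difference depended on the genes counted. The difference of germ cells from the somatic mean was -2.79 percentage points in sample 1 and -0.306 in sample 2. Without the 50 genes with most UMIs, they lay 1.11 and 1.08 points above it. One X-linked noncoding gene, MRE16 (FBgn0267910, named lncRNA:CR34335 in the annotation, X from 3545750 to 3546110, inside DIP-alpha on the same strand), held 4.79% of all UMIs in sample 1 and 1.86% in sample 2. Without it, germ cells lay 1.79 and 1.74 points above the somatic mean.

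Transcripts of tissues around the ovary were counted in all cells. Fat body genes gave 0.0448 UMIs per 10000 in sample 1 and 0.0534 in sample 2, and muscle genes 0.0582 and 0.0673. The male RNAs roX1 and roX2 gave 0.0353 and 0.0477. Hemocyte genes gave 0.839 and 0.649, of which Pxn (685 and 988 UMIs) and crq (812 and 1066 UMIs) made up nearly all. By class the hemocyte list ran from 0.0785 UMIs per 10000 (cluster 4, sample 2) to 1.85 (cluster 2, sample 1), and Pxn was among the 10 genes that identify clusters 2 and 6. The other 5 hemocyte genes had at most 1 UMI each per library. The fat body list was highest in germ cells, with 0.148 and 0.115 UMIs per 10000 in samples 1 and 2, as was the male list with 0.110 and 0.109. Muscle genes were at 0.129 and 0.137 in germ cells and at 0.158 and 0.0711 in the terminal-filament-like class. With the floor of 0.01 UMIs per 10000, no cluster reached 3 markers of the fat body, hemocyte or muscle list. Without it, when any UMI passes a median of 0, the fat body list reached 3 markers in cluster 1, 4 in cluster 3 and 3 in cluster 9, and the muscle list 5 in cluster 3 and 4 in cluster 9. The highest level of any of these genes in these clusters was 0.140 UMIs per 10000.

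The 2 libraries were compared with each other in each class as a measure of the spread between preparations. Without replicates of a library, this comparison has no test. Among genes with at least 20 UMIs in both libraries together, between 514 of 7792 (germ-cell-like, 6.60%) and 907 of 5757 (terminal-filament-like, 15.8%) were at least 2-fold apart in CPM. Counting error alone gave 92 and 124 in these classes. In each class more genes were higher in sample 1 than in sample 2, for example 443 against 71 in germ cells, and the median log2 ratio of sample 2 over sample 1 lay between -0.31 (cluster 2) and -0.22 (cluster 6). Scaling by the median ratio left 355 genes 2-fold apart in germ cells and 666 in the terminal-filament-like class. Over all cells, the genes with the largest ratios towards sample 1 were Hsp70Ab (111 UMIs in sample 1 and 10 in sample 2, log2 ratio of sample 2 over sample 1 -4.24), alphagamma-element:CR32865 (556 and 104 UMIs, -3.24) and Hsp70Bc (1157 and 282 UMIs, -2.86), each in the same direction in all 8 classes. Hsp70 copies are near identical and can share reads. Towards sample 2 they were DAT (4 and 96 UMIs, 3.60, 8 of 8 classes), CG5171 (12 and 207 UMIs, 3.23, 4 of 8 classes) and Dat (25 and 373 UMIs, 3.05, 7 of 8 classes).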

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

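The test in this part was chosen before its result was seen. In sample 1, 4 UMIs came from genes that the annotation places on the Y chromosome, more than the 3 that a count of 0 allows, in data that no comparison uses. Sample 2 had 2 such UMIs among 31979134. The UMIs of sample 1 fell on 4 cells and 3 genes, FDY with 2 and CR41507 and CR41506 with 1 each. Male somatic cells in the suspension are argued against by the roX RNAs, which such cells make in quantity. The 4 cells had at most 1 UMI of roX1 and roX2, and the largest count in any cell of sample 1 was 4. In sample 2 the largest count in any cell was 12, and 2 in a cell with a Y-linked UMI. Reads shared between Y-linked genes and copies elsewhere in the genome stay open, as does free RNA from male tissue, and neither was tested. Male germ cells stay open too, since whether roX counts would reveal them was not tested. No biological explanation was tested, since both libraries belong to 1 group. With 2 libraries, no sample could be called far from the others, and no second group was there to differ from the first.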

How the results depend on the processing

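Apart from 5 alternatives, the settings in this part were fixed before the data were examined; summing all UMIs over the main clusters, leaving out MRE16, leaving out stg, other orders of the classes in the list tests and marker counts without the floor were chosen only after the results were seen.

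The comparisons of germ cells and of the terminal-filament-like class kept their counts of genes within 1.5 times under all 13 alternatives. Germ cells had 2051 to 3634 higher and 1837 to 2509 lower genes, and between 4001 and 4781 of the 4830 genes stayed called. The terminal-filament-like class had 1017 to 1760 higher and 841 to 1522 lower genes, and 1857 to 2472 of its 2558 stayed called. Without the filter on low counts, the median log2 fold change of all genes moved from 0.09 to 0.47 for germ cells, and the split went from 2616 higher and 2214 lower to 3634 and 2119. Between 8 and 13 of the 16 list tests passed under the alternatives. With an estimated correlation, 4 passed, or 5 in 1 of the 8 orders of the classes. As a mean of the 2 libraries, the germ-cell-like share lay between 16.9% and 17.2% and the terminal-filament-like share between 9.64% and 9.81% under the 8 alternative clusterings and filters. By library, the germ-cell-like share lay between 13.1% and 13.5% in sample 1 and between 20.6% and 20.9% in sample 2, and the terminal-filament-like share between 9.32% and 9.49% and between 9.83% and 10.2%. With one library left out, the main shares ran from 13.2% to 20.9% and from 9.45% to 9.83%.

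Without the replicate block, cluster 1 had 491 higher and 385 lower genes and 34 readout genes in place of 1031, 742 and 60, the only alternative that moved its counts by over 1.5 times, because the difference between the libraries then entered the error. Cluster 2 against cluster 6 had 0 higher and 0 lower genes (412 at an unadjusted p under 0.05) and 0 readout genes, or 9 adjusted over the list alone. All 6 genes named for this comparison lost their calls without the block. Leaving out the block changed no other call of a named gene or list, and no count of the germ cell and terminal-filament-like comparisons by over 1.5 times.

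Cluster 2 against cluster 6, with 35 higher and 83 lower genes, moved under most settings. DESeq2 gave 21 higher, 49 lower and 10 readout genes adjusted over the list alone. Keeping the doublet calls, which is the same as using all deposited barcodes because no barcode failed another limit, gave 18 higher, 18 lower and 1 readout gene in each count. The limits of 1000 genes and 10% mitochondrial UMIs gave 167 higher and 133 lower genes, and there hh reversed to a log2 fold change of 0.68 and the stress list to a signed -log10 p of -0.37. Clusters and test from all UMIs gave 59 higher genes, all UMIs over the main clusters 26 readout genes adjusted over the list alone, and no filter 77 higher genes and 26 such readout genes, with more genes tested. Seed 1 gave 28 lower genes, 3 readout genes and 6 adjusted over the list alone. At resolution 0.5 and with genes scaled over both libraries together, clusters 2 and 6 were not separate and no value could be had. Across the alternative clusterings and filters, between 81.0% and 94.1% of cells kept their class. The cause of these changes was not tested. Without the floor of 0.01 UMIs per 10000 in the marker counts, clusters 3 and 9 reached 10 germ cell markers each and cluster 7 reached 4 terminal filament, 3 cap cell and 3 sheath markers.

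As means of the 2 libraries, cells with at least 1 mitotic UMI made up 82.8% of the terminal-filament-like class, 91.3% of cluster 1, 99.0% of cluster 2, 98.6% of cluster 4, 99.5% of cluster 8 and 99.6% of germ cells, since the lower limit admits more cells. Without thinning, the shares with 2 UMIs were 87.5%, 95.5%, 100%, 99.1%, 100% and 100% in the same classes and 90.9% in cluster 5, since cells then keep more UMIs. Without stg they were 11.8% in the terminal-filament-like class, 57.3% in cluster 1, 71.0% in cluster 2, 81.1% in cluster 4, 28.1% in cluster 5, 79.7% in cluster 6 and 75.5% in cluster 8.

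The mean X-linked share of the terminal-filament-like class was 18.6% without the 50 genes with most UMIs. Without MRE16 it was 16.5%, and 16.1% in cluster 1, 16.8% in cluster 2, 16.0% in cluster 4, 16.9% in cluster 5, 16.6% in cluster 6, 16.1% in cluster 8 and 18.2% in germ cells. Germ cells were the highest class in both libraries under both settings. With all genes they were the lowest in the mean and in sample 1, but in sample 2 their 18.4% lay above clusters 1, 4 and 8.

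At least 50 UMIs left fewer genes to compare between the libraries, with 422 in the terminal-filament-like class, 394, 427, 398, 280, 216 and 240 in clusters 1, 2, 4, 5, 6 and 8 and 281 in germ cells at least 2-fold apart. Scaling by the median ratio gave 490 in cluster 4. The levels of foreign RNA stayed within the spread of the libraries in all deposited barcodes.

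Among single genes, single lists and shares of unnamed clusters, 34 values lost their call, 8 gained one, 2 reversed as given above, 29 moved by more than the spread of the libraries and 513 did none of these. All 34 belong to the comparison of clusters 2 and 6. Of the 8, 7 are the piRNA list in the terminal-filament-like class. No named gene of the germ cell, terminal-filament-like or cluster 1 comparison lost its call. Depth limits the genes with few UMIs, such as Pvf1 with 15 and 8 UMIs in the terminal-filament-like class.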

Other observations

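Of the tests in this part, those on MRE16 and on the heat shock response and both on the clusters of germ cells were chosen only after the result was seen. The tests on the Hsp70 copies, ecdysone genes and piwi were chosen before. For ecdysone genes and piwi, what the values mean was decided only after they were seen: by the limits first set both count against the explanation, and they are read here as leaving it open.

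The X-linked share of UMIs was higher in sample 1 than in sample 2 in all 8 classes, by 3.18 percentage points on average, from 1.01 in germ cells to 5.25 in the terminal-filament-like class. The gene MRE16 may account for most of this. It held between 2.02 and 2.36 times as large a share of UMIs in sample 1 as in sample 2 in every class. Without it the mean difference was 0.45 points, under the difference with it but above 0.1 of it, the limit set for MRE16 as the whole cause. The remaining difference had the same sign in all 8 classes, from 0.305 to 0.668 points, so that a smaller part stays without an explanation. What made MRE16 differ between 2 libraries of 1 group was not tested.

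Germ cells of the 2 libraries fell into separate clusters, 3 and 9. A larger difference between the libraries in germ cells than in somatic cells is argued against: at equal numbers of UMIs, the SD of the log2 ratio between libraries was 0.301 in germ cells and 0.414 to 0.566 in the somatic classes. Scaling genes within each library is a candidate explanation, since germ cells take different shares of the 2 libraries and the scaled values of germ cell genes then differ. With genes scaled over both libraries together, 90.91% of the germ cells of sample 1 shared a cluster with most germ cells of sample 2, of which 95.5% were in it.

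The 3 transcripts with the largest ratios towards sample 1 include 2 of the 6 near-identical Hsp70 copies. Reads shared between the copies cannot make the difference, since the sum over the 6 copies was also higher in sample 1, with 1343 against 304 UMIs and a log2 ratio of sample 1 over sample 2 of 2.97. The sum was higher in all 8 classes, from 0.81 in cluster 8 to 4.13 in cluster 4. Hsp68 went the same way in 8 of 8 classes (log2 ratio of sample 2 over sample 1 -1.72). The other of the 3, alphagamma-element:CR32865, lies on 3R from 12475336 to 12478267, near Hsp70Bc at 12509076 to 12511461. A stronger heat shock response in sample 1 is a candidate explanation, and the other genes of the stress list went both ways. DnaJ-1 was higher in sample 1 in all 8 classes, or in 7 after scaling by the median ratio of all genes. Hsp23, Hsp26 and Hsp27 were higher in sample 1 in the 7 somatic classes, but in germ cells slightly higher in sample 2 (log2 ratios of sample 2 over sample 1 of 0.05, 0.10 and 0.01). After scaling they were higher in sample 1 in 6, 7 and 4 of the 8 classes. Hsp67Bc was higher in sample 1 in 6 of the 8 classes, before and after scaling. In cluster 8 and germ cells it was higher in sample 2. The gene stv was higher in sample 1 in 5 of the 8 classes, or in 3 after scaling. Hsp83 was higher in sample 2 in clusters 4 and 6 and in germ cells and, after scaling, in all 8 classes, as was Hsc70-4. Over the 9 detected genes of the list outside Hsp70, with Hsp68 among them, 55 of 72 pairs of gene and class were higher in sample 1, and 41 after this scaling. A rise of the whole list in sample 1 is not seen, and a response limited to some of its genes stays open.

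Between 514 and 907 genes per class were 2-fold apart between the libraries, and a library further along the ecdysone response was tested as a candidate explanation. Before any scaling, the median log2 ratio of sample 2 over sample 1 over the ecdysone genes with enough UMIs was under 0.5 in size in all 7 somatic classes. The farthest was -0.485 in cluster 4, and 6 genes per class went both ways (1 to 3 of the 6 higher in sample 2). The limit and these counts do not allow for the median ratio of all genes, from -0.31 (cluster 2) to -0.22 (cluster 6). Against that ratio, the ecdysone medians went both ways between classes. In the terminal-filament-like class the ecdysone median lay towards sample 2 (-0.049 against -0.298). In cluster 4 it lay towards sample 1 (-0.485 against -0.309). A median over genes that go both ways does not decide, so a difference in stage stays open. The lamin gene LamC had 212 UMIs in sample 1 and 924 in sample 2 and was higher in sample 2 in all 8 classes, with a log2 ratio of 2.95 in the terminal-filament-like class. It was chosen after its values were seen.

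The gene piwi was high in the 4 somatic clusters with the most tj, from 137 ± 1.44 CPM in cluster 8 to 229 ± 67.9 CPM in cluster 2, close to the 237 ± 4.38 CPM of germ cells, and lower in the terminal-filament-like class (64.1 ± 5.15), cluster 4 (56.9 ± 8.68) and cluster 1 (14.8 ± 5.69; SD, n = 2). The germ line piRNA genes aub (230 ± 30.3 CPM in germ cells) and AGO3 (553 ± 85.8) had at most 3.97 ± 0.0157 and 12.2 ± 0.286 CPM in somatic classes. The piRNA cluster transcript flam followed the same somatic clusters, with 36.2 ± 3.99 CPM in cluster 2 and 0.336 ± 0.475 in cluster 1. Whether piwi could follow tj from cell to cell was tested within these 4 clusters, with tj from the first part of the UMIs and piwi from the held-out part. The mean log2 ratio of piwi, cells with tj over cells without, was 0.158, positive in 7 of 8 pairs of cluster and library. This lay at the 91st percentile of 500 genes of like expression, below the limit of 95 set before. Many cells that express tj have no tj UMI in the first part, which pulls the ratio towards 0, so the test leaves the question open.

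The 9 mitotic genes differed in how much stg gave of their sum. In the terminal-filament-like class, where 22 of 23 cell cycle genes were lower than in the other somatic classes, stg made up 231 ± 110 of 329 ± 128 CPM, and in germ cells 90.6 ± 32.1 of 1018 ± 86.6 CPM (SD, n = 2). The level of stg in the terminal-filament-like class was close to that in cluster 1 (206 ± 87.3 CPM) and below that in cluster 5 (345 ± 80.5) and in clusters 2, 8, 4 and 6 (538 ± 246, 573 ± 123, 675 ± 94.4 and 773 ± 84.0). No explanation was tested.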
